# TMAO Suppresses Megalin Expression and Albumin Uptake in Human Proximal Tubular Cells Via PI3K and ERK Signaling

**DOI:** 10.3390/ijms23168856

**Published:** 2022-08-09

**Authors:** Stefania Kapetanaki, Ashok Kumar Kumawat, Katarina Persson, Isak Demirel

**Keywords:** TMAO, chronic kidney disease, megalin, albumin uptake, proximal tubular cells

## Abstract

Trimethylamine-N-oxide (TMAO) is a uremic toxin, which has been associated with chronic kidney disease (CKD). Renal tubular epithelial cells play a central role in the pathophysiology of CKD. Megalin is an albumin-binding surface receptor on tubular epithelial cells, which is indispensable for urine protein reabsorption. To date, no studies have investigated the effect of TMAO on megalin expression and the functional properties of human tubular epithelial cells. The aim of this study was first to identify the functional effect of TMAO on human renal proximal tubular cells and second, to unravel the effects of TMAO on megalin-cubilin receptor expression. We found through global gene expression analysis that TMAO was associated with kidney disease. The microarray analysis also showed that megalin expression was suppressed by TMAO, which was also validated at the gene and protein level. High glucose and TMAO was shown to downregulate megalin expression and albumin uptake similarly. We also found that TMAO suppressed megalin expression via PI3K and ERK signaling. Furthermore, we showed that candesartan, dapagliflozin and enalaprilat counteracted the suppressive effect of TMAO on megalin expression. Our results may further help us unravel the role of TMAO in CKD development and to identify new therapeutic targets to counteract TMAOs effects.

## 1. Introduction

Chronic kidney disease (CKD) negatively affects the quality of life of a great number of individuals. More specifically, the global prevalence of CKD was estimated to be 697.5 million in 2017, a number that represents 9.1% of the world’s population [1]. The same year, CKD resulted in 35.8 million disability-adjusted life years (DALYs) and the global mortality of CKD was 1.2 million [1]. Several studies have highlighted the substantial economic burden of CKD [2,3,4] on society. Trimethylamine-N-oxide (TMAO) is a uremic toxin found to be increased in the plasma of CKD patients compared to non-CKD individuals [5]. TMAO is the product of oxidation of trimethylamine (TMA) in the liver by flavin monooxygenase 3 (FMO3) and is physiologically eliminated in the urine [6]. TMA is generated from the metabolism of choline, L-carnitine and phosphatidylcholine by the gut microbiota [6]. Eggs, dairy products, red meat and fish are the main dietary sources of choline, phosphatidylcholine and L-carnitine [7]. TMA is transferred to the liver through circulation [6]. In CKD patients, alteration in the gut microbiota leads to gut mucosa inflammation and breakdown of enterocyte tight junctions [8]. Consequently, uremic toxins, including TMA, translocate from the gut to the bloodstream, leading to increased supply of TMA to the liver and, consequently, increased TMAO production [8]. Altered gut microbiome in combination with eventually decreased urine production in advanced stages of CKD, results in the aforementioned increase in plasma concentration of TMAO in CKD patients. TMAO levels in the serum were inversely correlated with glomerular filtration rate (GFR) [9]. The more advanced the stage of CKD, the lower the observed GFR and the higher the serum levels of TMAO [9]. Several clinical studies have tried to elucidate the role of TMAO in CKD [5,9,10,11,12,13,14]. High TMAO serum levels in CKD patients were associated with increased all-cause mortality and poorer 5-year survival compared to CKD patients with low TMAO and healthy individuals [5,9,10,11]. Moreover, increased TMAO concentration was associated with increased risk of cardiovascular events and greater atherosclerosis burden in CKD patients [12,13]. Finally, hemodialysis patients with higher plasma levels of TMAO had increased hospitalization rates compared to those with lower concentration of TMAO [14].

Apart from the glomerulus, which has been the subject of extensive research, the renal tubulointerstitium also contributes to the progression of CKD [15]. It consists of tubular cells, peritubular endothelium of the capillaries, extracellular matrix, pericytes, fibroblasts and immune cells [16]. The role of TMAO in the renal tubulointerstitium has also been a subject of investigation [5,17]. Increased TMAO in a CKD mice model was associated with tubulointerstitial fibrosis [5]. We have previously shown that TMAO induces proliferation of human renal fibroblasts and collagen production via the Akt/mTOR pathway [17]. Tubulointerstitial fibrosis and inflammation lead, in the context of CKD, to nephron loss and progressively declined GFR [15,18]. Furthermore, tubular epithelial cells play a central role in the initiation of tubulointerstitial inflammation and fibrosis, thereby the progression of CKD [15,18]. Proteinuria, a marker of CKD progression, is often a result of glomerular defects and leads to tubular cell activation [15,18]. More specifically, tubular cells exposed to a high-protein glomerular filtrate, start to de-differentiate [18]. Being in the latter state of the disease, these cells produce profibrotic and proinflammatory molecules that recruit fibroblasts and inflammatory cells [15].

Megalin and cubilin are two receptors forming a receptor complex on tubular cells and this receptor complex has been shown to be altered during CKD [19]. This receptor complex reabsorbs albumin and other proteins filtered in the proximal tubules by glomerulus [18]. Cubilin is the receptor required for the binding of albumin and megalin is necessary for the internalization of albumin into the tubular cell and initialization of cellular signaling [18,20,21,22]. Under the state of proteinuria, the capacity of cubilin and megalin is overwhelmed, leading to an increased protein delivery to the distal tubule [18]. Apart from that, there are studies supporting a reduction in the expression of megalin during CKD [19]. However, the mechanisms behind the reduced megalin expression are rather unclear.

To date, there are no studies that have investigated the effect of TMAO on the functional properties of tubular epithelial cells. Moreover, there is no data regarding the molecular mechanism through which this effect may be exerted. Such studies would help us to further clarify the role of TMAO in CKD and identify new therapeutic targets for this disease. The aim of this study was first to identify the functional effect of TMAO on human renal proximal tubular cells and second, to unravel the effects of TMAO on the megalin-cubilin receptor expression.

## 2. Results

### 2.1. Gene-Disease Associations in TMAO-Treated Human Renal Proximal Tubular Cells

Total RNA was isolated from HK-2 human renal proximal tubular cells stimulated with TMAO, and a whole genome microarray analysis was conducted. 

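HK-2 is an immortalized line of human proximal tubular epithelial cells. HK-2 cells stimulated with 300 µM TMAO for 6 h were compared with unstimulated cells, with 4 samples in each group and 1 one-colour whole genome array per sample. The 8 arrays lay on 3 slides. Slide 1 held unstimulated replicate 2 and TMAO replicates 1 and 2, slide 2 held unstimulated replicate 1 and TMAO replicates 3 and 4, and slide 3 held unstimulated replicates 3 and 4. Each array carried 62976 spots, of which 60901 were not controls and made up 58201 different probes. The authors deposited the scanner software's background-subtracted intensities, not normalized between arrays, and a table of log2 values. In that table each array had been shifted to its 75th percentile and each probe centred on its median over the 8 arrays. The 75th percentile of the intensities ranged from 424 to 537 (median 451) in the unstimulated group and from 430 to 502 (median 449) in the TMAO group. Between 33697 and 34964 spots (median 34522) were well above background on the unstimulated arrays, and between 32108 and 35259 (median 33839) on the TMAO arrays. The lowest number belonged to TMAO replicate 2. For the values given here, the log2 intensities were shifted to each array's 75th percentile, spots marked as outliers by the software (between 96 and 132 per array) were left out and the spots of a probe were averaged. No probe was left out for a low signal, since the methods name no such filter. The groups were compared with limma, whose moderated test stands for the Moderated T-Test of the methods. The number of arrays limits the precision of every value.

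The paper does not state how many arrays entered the comparison, so the fold changes of Supplementary Tables S1 and S2 were set beside the deposited log2 values. A probe was found by accession for 222 of the 289 listed entries. Without TMAO replicate 2, all 222 listed fold changes were reached to within 0.1%. With all 8 arrays 1 of the 222 was reached, and with any other single array left out between 0 and 2. The paper gives no reason for leaving out TMAO replicate 2. Values are therefore given first over the 7 arrays without it and then over all 8.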

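Over the 7 arrays, 585 probes were at least 1.5-fold higher and 338 at least 1.5-fold lower in TMAO-stimulated cells at an unadjusted p below the threshold of 0.05. The probes with a gene symbol among them stood for 216 upregulated and 117 downregulated genes. Over all 8 arrays the numbers were 473 and 329 probes, for 177 and 120 genes, and 595 probes passed both thresholds in both sets. Without the fold change threshold, 1665 of the 58201 probes (2.86%) were past the p threshold over the 7 arrays and 1817 (3.12%) over all 8. After Benjamini-Hochberg correction 0 probes passed at 0.05, with a lowest adjusted p of 0.912 from limma over the 7 arrays and 0.583 over all 8. The unpaired test that the methods give for group differences put 2362 probes past the p threshold over all 8 arrays, and 0 after correction. Of the alternatives, a normexp background correction moved the numbers most, to 5 upregulated and 2 downregulated probes over all 8 arrays.

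Over the 7 arrays, 71.8% of the probes past both thresholds were well above background on at most 1 array, against 42.8% of all probes. Over all 8 arrays this was 586 of 802 probes (73.1%, exact 95% binomial interval 69.9% to 76.1%, for counting error only), against 42.7% of all probes. Of the 28965 probes that were well above background on all of the 7 arrays, 71 passed both thresholds over these arrays, or 0.245%. Of the 28414 probes that were well above background on all 8 arrays, 36 passed both thresholds over all 8, or 0.127%. CXCL12, the first gene of Supplementary Table S1, was well above background on 0 of 4 unstimulated arrays and on TMAO replicates 1, 3 and 4. Set against the lowest signal among probes well above background, it was at least 3.99-fold higher with TMAO over the 7 arrays and at least 3.11-fold higher over all 8. Its normalized log2 signal was -2.15 on TMAO replicate 1, on which both bounds rest most, and -5.08 on TMAO replicate 2. The latter signal was not well above background but entered the bound over all 8 arrays. Without TMAO replicate 1 CXCL12 was at least 2.03-fold higher over the other 7 arrays. With the slide as a block CXCL12 did not pass the p threshold. The bounds hold only for this probe and for the background subtracted by the scanner software. With a normexp background correction CXCL12 was 1.40-fold higher over all 8 arrays, under the fold change threshold. With its probes averaged, its fold change over all 8 arrays was also below the 3.11-fold bound. COMMD9, the first gene of Supplementary Table S2, was well above background on unstimulated replicate 4 alone, so that no fold change is given.

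Among probes with a gene symbol, measured on all 8 arrays, past both thresholds there and with separate groups, AFF1 had the largest decrease. Its normalized log2 signal was -3.52 ± 0.28 (SD, n = 4) in unstimulated cells and -4.26 ± 0.06 (SD, n = 3) with TMAO over the 7 arrays, a log2 fold change of -0.75 (standard error 0.16, adjusted p = 0.912 from limma, two-sided exact permutation p = 0.0571). Over all 8 arrays, with -4.41 on TMAO replicate 2, the log2 fold change was -0.78 (standard error 0.14, adjusted p = 0.702 from limma). All 4 TMAO arrays lay below all 4 unstimulated arrays (exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). This is the change of 1 probe. With the probes of AFF1 averaged the log2 fold change over all 8 arrays was -0.15, and with the normexp correction of the probe it was also -0.15. CACNA1I was higher by a log2 fold change of 0.89 (standard error 0.22) over the 7 arrays and of 0.75 (standard error 0.23) over all 8, with -4.23 on TMAO replicate 2. Without TMAO replicate 4 its log2 fold change was 0.54, under the fold change threshold, and with the slide as a block it was 0.71 and not past the p threshold. CHRD was higher by 0.70 (standard error 0.19) over the 7 arrays and by 0.72 (standard error 0.17) over all 8, with -3.65 on TMAO replicate 2 and all 4 TMAO arrays above all 4 unstimulated arrays. It stayed past both thresholds with any array left out (0.62 to 0.83) and with the slide as a block (0.59), but not with normexp (0.37) or with its probes averaged (0.38).

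**Figure D1:**
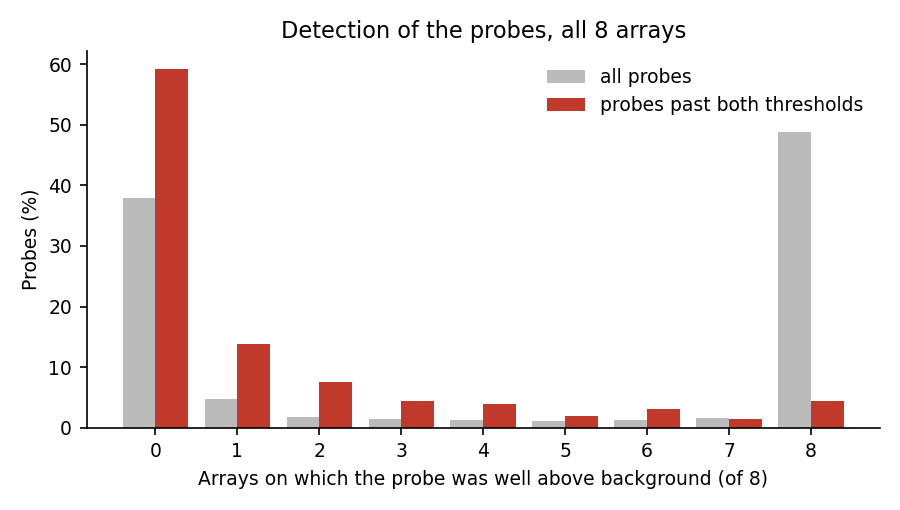
Percent of probes (vertical axis) by the number of arrays, of 8, on which the probe was well above background (horizontal axis). Grey bars stand for all 58201 probes and red bars for the 802 probes past both thresholds over all 8 arrays, of which 59.2% were well above background on 0 arrays and 4.49% on 8.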

Microarray enrichment analysis without multiple correction revealed 168 significantly (*p* < 0.05) upregulated (Supplementary Table S1) and 121 significantly downregulated (Supplementary Table S2) genes with a ≥1.5-fold change in comparison to unstimulated HK-2 cells after 6 h. DisgeNET disease enrichment analysis on the upregulated (Figure 1, Supplementary Table S3) and downregulated (Figure 2, Supplementary Table S4) genes revealed several gene-disease associations (GDAs, *p* < 0.05). 

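The paper's Supplementary Tables S3 and S4 list 140 disease terms for the upregulated and 211 for the downregulated genes, with lowest adjusted p-values of 0.530 and 0.392. UCP3, ALB and PPBP stand behind the listed term for polycystic kidney disease type 1, with a paper's p of 0.00103 before correction. SLC22A12, LRP2 and MPO are among the genes behind both acute kidney terms, for which the paper's p-values before correction are 0.00203 and 0.00229. The enrichment itself was not recomputed here. Of the genes it started from, 257 of the 289 entries of Supplementary Tables S1 and S2 were matched to the probe with the listed fold change. All 257 probes kept the listed direction over the 7 arrays and over all 8, a set that is not independent of the lists. Past both thresholds were 249 of them over the 7 arrays and 171 over all 8. On the arrays, 140 of the 257 probes (54.5%) were well above background on none of the 8, 98 on some and 19 on all.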

We found that acute kidney insufficiency, acute kidney injury and polycystic kidney disease were highlighted as enriched in the DisgeNET analysis. The upregulated and downregulated genes found to have significant associations with various diseases are listed in Supplementary Tables S5 and S6. Furthermore, looking at the genes associated with polycystic kidney disease, acute kidney insufficiency and acute kidney injury, we found uncoupling protein 3 (UCP3), albumin (ALB), pro-platelet basic protein (PPBP), solute carrier family 22 member 12 (SLC22A12), cytochrome P450 family 2 subfamily C member 9 (CYP2C9), myeloperoxidase (MPO) and LDL receptor related protein 2 (LRP2) to be altered by TMAO. Of these genes, we found LRP2 to be of particular interest for further evaluation. 

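Several probes of the array carried the same accession for 52 of the listed entries, and in 26 of these the listed fold change belonged to a probe with a lower mean signal than another. The brighter probe changed in the opposite direction in 13 of the 26 over the 7 arrays and in 15 over all 8, and in neither set did any of the brighter probes pass both thresholds in the listed direction. Of the 15 brighter probes that were well above background on all 8 arrays, 12 changed by less than 1.2-fold over the 7 arrays and 13 over all 8. GATA4, which Supplementary Tables S1 and S2 list as higher and as lower with TMAO, had 3 probes. The first, listed as lower, was well above background on 2 unstimulated arrays and on 0 TMAO arrays. The second was well above background on 0 arrays, and the third, listed as higher, on TMAO replicate 1 alone, so that no fold change is given for any of them. For BCL2A1, the listed probe was well above background on 2 of 8 arrays, and the brighter one, measured on all 8, had a log2 fold change of 0.10 over the 7 arrays and of 0.12 over all 8. BCL2A1 was chosen as an example after its values were seen.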

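Of the genes that the paper names for the kidney terms and that are given here, UCP3 and LRP2 had a probe well above background on all 8 arrays. UCP3 had a normalized log2 signal of 1.76 ± 0.20 (SD, n = 4) in unstimulated cells and of 2.43 ± 0.31 (SD, n = 3) with TMAO over the 7 arrays, a log2 fold change of 0.67 (standard error 0.18, adjusted p = 0.912 from limma). With TMAO replicate 2, at 2.21, the mean of the TMAO group was 2.38 ± 0.27 (SD, n = 4) and the log2 fold change 0.62 (standard error 0.16, adjusted p = 0.702 from limma). All TMAO arrays lay above all unstimulated arrays in both sets (two-sided exact permutation test, p = 0.0286, the smallest either set allows). Without TMAO replicate 4, at 2.78, the log2 fold change was 0.48, and without unstimulated replicate 3 it was 0.53, both under the fold change threshold. With a normexp background correction the log2 fold change of UCP3 was 0.57, also under that threshold.

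ALB, SLC22A12 and MPO were well above background on 0 of the 8 arrays, and PPBP on TMAO replicate 1 alone. No fold change is therefore given for these 4 genes, although their signals passed both thresholds over the 7 arrays. Over all 8 arrays SLC22A12 no longer did, its normalized log2 signal on TMAO replicate 2 being -6.27. On that array ALB was at -7.08, PPBP at -6.19 and MPO at -7.40, where the lowest signal of a probe well above background was -5.24. With a normexp background correction the differences of SLC22A12 and MPO changed sign, to 0.037 and 0.030 on the log2 scale. Both lay below the median of all probes under that correction (0.087), so these signs decide nothing for the genes.

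**Figure D2:**
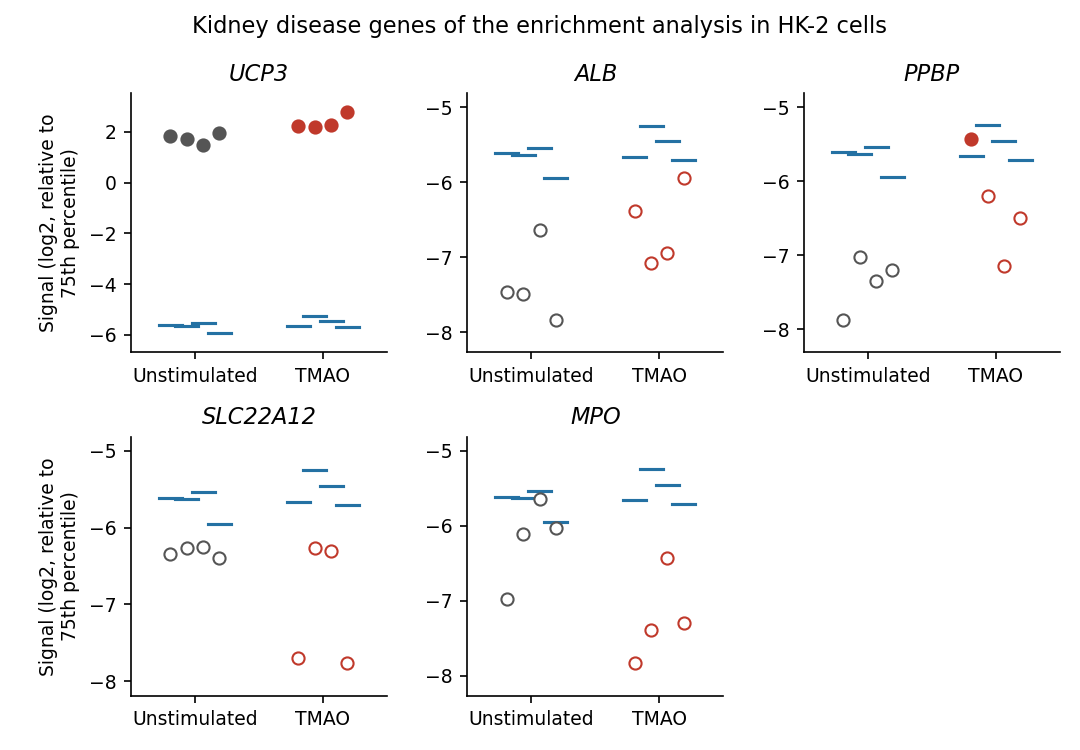
Normalized log2 signal, relative to each array's 75th percentile (vertical axis, scaled for each gene), of UCP3, ALB, PPBP, SLC22A12 and MPO on the 4 unstimulated (grey) and 4 TMAO (red) arrays, in the order of the replicates. Filled circles are well above background, open circles are not, and each blue line is the lowest signal of a probe well above background on that array, between -5.95 and -5.24.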

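LRP2 was measured by 1 probe, for the transcript NM_004525. Over the 7 arrays its normalized log2 signal was -0.82 ± 0.43 (SD, n = 4) in unstimulated cells and -1.47 ± 0.28 (SD, n = 3) with TMAO. The log2 fold change was -0.65 (standard error 0.25, adjusted p = 0.912 from limma), or 1.57-fold lower. All 3 TMAO arrays lay below all 4 unstimulated arrays, and the two-sided exact permutation test of the difference between the means gave p = 0.114, where the smallest possible is 0.0286. TMAO replicate 2, which is not among these arrays, was at -0.83. With it, the TMAO group was at -1.31 ± 0.39 (SD, n = 4) and the log2 fold change was -0.49 (standard error 0.26, adjusted p = 0.702 from limma), or 1.40-fold lower. That array lay above unstimulated replicates 1 and 4, at -1.19 and -1.18, and the exact permutation test gave p = 0.143 over all 8 arrays. LRP2 passed both thresholds of the methods over the 7 arrays and not over all 8, nor with any other single array left out, when its log2 fold change was between -0.61 and -0.33. Within slide 1 the difference between TMAO and unstimulated arrays was -0.59 and within slide 2 it was -0.31, each from 1 unstimulated and 2 TMAO arrays. With the slide as a block the log2 fold change was -0.45. The paper reasons from the disease terms and from the place of megalin in the reabsorption of proteins to LRP2, and then turns to megalin itself.

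**Figure D3:**
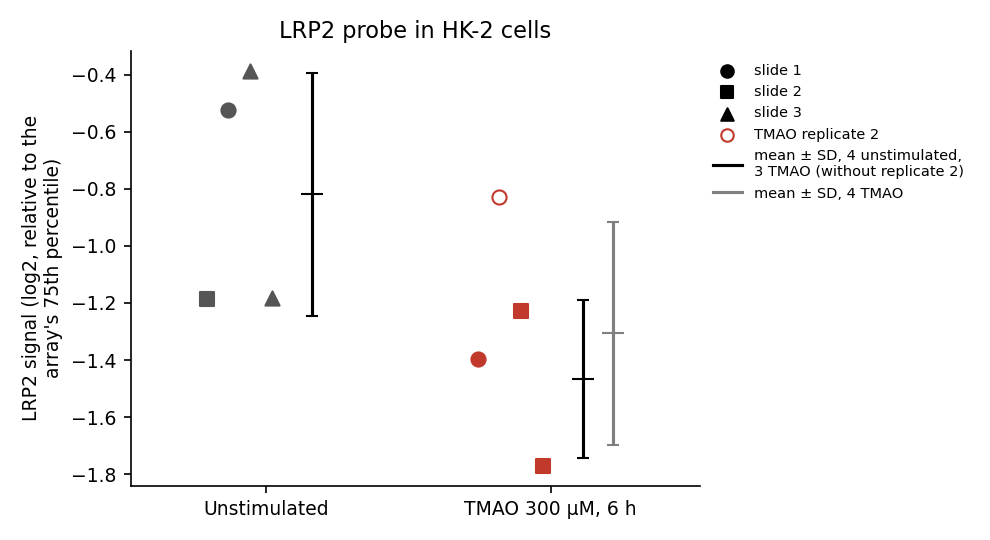
Normalized log2 signal of the LRP2 probe, relative to each array's 75th percentile (vertical axis), on the unstimulated (grey) and TMAO (red) arrays, with the slide given by the symbol's shape and TMAO replicate 2 as the open circle. Bars are means ± SD, for TMAO without replicate 2 (-1.47, black) and with it (-1.31, grey).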

LRP2 encodes for megalin, a transmembrane protein on the apical surface of proximal tubular cells involved in reabsorption of proteins.

### 2.2. TMAO Decreases Protein Expression of Megalin, but Not Cubilin, in Proximal Tubular Cells

We then proceeded with investigating whether TMAO affects megalin expression at the protein level. TMAO stimulation of HK-2 cells for 24 h caused a decrease in protein expression of megalin compared to unstimulated cells (Figure 3A,B). These results were verified with flow cytometry (Figure 3C) and RT-PCR (Figure 3D). However, TMAO stimulated HK-2 cells exhibited significantly increased expression of cubilin, the protein that forms a receptor complex with megalin [18], compared to unstimulated cells (Figure 3E,F). Taken together, these results show that TMAO can downregulate megalin at the gene and protein level in HK-2 cells.

### 2.3. TMAO Reduces Albumin Uptake by Proximal Tubular Cells

We continued to investigate if the decreased megalin expression mediated by TMAO had functional effects on albumin uptake. Indeed, TMAO stimulation for 24 h significantly reduced human serum albumin (HSA) uptake when compared to unstimulated cells (Figure 4A). This reduction was not a consequence of increased cell death, as verified with the LDH assay (Figure 4B). The intracellular uptake of HSA by HK-2 cells was also validated with confocal microscopy (data not shown). These results suggest that TMAO reduces albumin uptake by proximal tubular cells, possibly via the downregulation of megalin.

### 2.4. High Glucose Exposure Reduces Megalin Expression

High glucose is known for decreasing megalin expression and albumin uptake in proximal tubular cells [23]. Hence, we continued to investigate how high glucose and TMAO alone or in combination affects megalin expression and HSA uptake. In our study, high glucose treatment for 24 h decreased the protein expression of megalin (Figure 5A,B) compared to unstimulated cells. These results were verified with RT-PCR (Figure 5C) and flow cytometry (Figure 5D). High glucose, such as TMAO, caused an increase in cubilin protein expression (Figure 5E,F) in comparison to unstimulated cells. Moreover, in accordance with TMAO stimulation, high glucose exposure reduced HSA uptake by proximal tubular cells when compared to unstimulated cells (Figure 5G). Co-exposure of TMAO and high glucose also reduced HSA uptake compared to unstimulated cells (Figure 5G). However, this effect was not additive or synergistic. These results suggest that high glucose and TMAO affects proximal tubular cells similarly regarding megalin and cubilin expression and albumin uptake.

### 2.5. TMAO Suppresses Megalin Expression in Proximal Tubular Cells via PI3K and ERK

The next step in our investigation was to identify which signaling molecules mediate the TMAO-induced suppression of megalin expression in proximal tubular cells. We found that inhibition of PI3K (wortmannin) and extracellular signal-regulated kinase (ERK) (PD98059) abolished TMAO’s ability to downregulate the expression of megalin after 24 h. However, inhibition of Akt (MK-2206) and mTOR (ridaforolimus) could not prevent TMAO from reducing the expression of megalin after 24 h (Figure 6A). Furthermore, Western blot results showed that HK-2 cells expressed significantly higher levels of p-mTOR, p-ERK and PI3K p-P85 after TMAO exposure compared to unstimulated cells (Figure 6B,C). In addition, we observed increased p-Akt, but this increase was not significant (Figure 6B,C). Taken together, our results showed that TMAO can activate the Akt, mTOR, PI3K and ERK signaling pathways, but only PI3K and ERK are indispensable in TMAO-induced decrease of megalin in HK-2 cells.

### 2.6. Candesartan, Dapagliflozin and Enalaprilat Counteract TMAOs Effect on Megalin

We then evaluated if candesartan (angiotensin II-receptor blocker), losartan (angiotensin II-receptor blocker), dapagliflozin (sodium/glucose cotransporter 2 (SGLT2) inhibitor) or enalaprilat (angiotensin-converting enzyme (ACE) inhibitor) could counteract the effects of TMAO on megalin expression. These drugs are currently extensively used against proteinuria at the clinical level. First, we evaluated how these drugs affect the basal expression of megalin in HK-2 cells. We found that candesartan and dapagliflozin, but not losartan or enalaprilat, increased the protein expression of megalin after 12 h compared to unstimulated cells (Figure 7A). We then moved on to stimulate HK-2 cells with TMAO for 12 h, and the respective drug was then added to the cells for an additional 12 h. Total exposure was 24 h for TMAO and 12 h for the drugs. We found that HK-2 cells treated with candesartan, dapagliflozin or enalaprilat, but not losartan, in combination with TMAO increased the expression of megalin in comparison to cells treated with only TMAO (Figure 7B). These results suggest that candesartan, dapagliflozin and enalaprilat counteract the suppressive effect of TMAO on megalin expression in proximal tubular cells.

## 3. Discussion

Several studies have investigated the role of TMAO in chronic kidney disease [5,9,10,11,12,13,14]. However, there are limited studies that have elucidated the effects of TMAO on human proximal tubular epithelial cell function [24,25,26]. Tubular epithelial cells contribute significantly to the initiation of tubulointerstitial inflammation and fibrosis, thereby to the development of CKD [15,18]. Understanding the interaction between TMAO and proximal tubular epithelial cells may help us identify new therapeutic targets for CKD. Our aim was to investigate the functional effect of TMAO on human renal proximal tubular cells and second, to unravel the effects of TMAO on the megalin-cubilin receptor expression.

We started by evaluating the global gene expression of HK-2 cells stimulated with TMAO. We found, using DisgeNET disease enrichment analysis, that genes altered by TMAO in HK-2 cells were associated with acute kidney insufficiency, acute kidney injury and polycystic kidney disease. Our findings are in agreement with previous studies showing a link between TMAO and kidney disease [5,9,10,11,12]. Evaluating the genes associated with kidney disease in the enrichment analysis, LRP2, which was downregulated, was found to be of particular interest. LRP2 encodes for megalin, a receptor that constitutes the major pathway for tubular reabsorption of filtered plasma proteins [19]. Hence, we continued to evaluate the effects of TMAO on megalin expression and function. We found that TMAO reduced the expression of megalin, but upregulated the co-receptor cubilin in HK-2 cells. Others have also found that megalin expression is reduced during CKD [19]. Megalin, cubilin and amnionless form a receptor complex in the apical membrane of proximal tubular cells and they are responsible for the reabsorption of filtered proteins, including albumin [19,27,28,29]. Megalin and amnionless are transmembrane proteins, whereas cubilin is a membrane protein [19,27,28]. The filtered albumin can bind to cubilin only or to both cubilin and megalin [19,27]. Megalin is necessary for the internalization of albumin but also for the internalization and recycling of cubilin [29,30,31]. Moreover, amnionless participates in the recycling of cubilin [19,27,29]. Based on this knowledge, there are two possible scenarios, which may explain the opposite effect of TMAO on megalin and cubilin expression in proximal tubular cells. The first, cubilin increase is a compensatory mechanism for the decrease of megalin. Second, reduction of megalin leads to reduced internalization of cubilin. Consequently, leading to reduced cubilin recycling and lysosomal degradation [28], which increases membrane accumulation of cubilin. Evaluating the functional effect of the altered megalin and cubilin expression, we found that albumin uptake was reduced by TMAO. Reduced albumin uptake by proximal tubular epithelial cells has been linked to CKD [32]. Taken together, our findings indicate that TMAO reduces megalin expression, which leads to reduced uptake of albumin by proximal tubular epithelial cells.

It is interesting that the effect of TMAO on megalin and cubilin expression and albumin uptake by proximal tubular cells was similar to that of high glucose exposure. Our findings are in accordance with the in vitro study by Peruchetti et al. [23]. An earlier in vivo study showed that rats with diabetes and diabetic kidney disease (DKD) fed with a high-fat diet, had increased urine protein and urine albumin levels compared to control rats [33]. Rats with DKD fed with the same diet, but with TMAO supplementation in their drinking water, exhibited higher urine protein and urine albumin levels compared to DKD rats with only a high-fat diet [33]. These findings suggest that high plasma TMAO levels exacerbate high glucose-caused proteinuria in diabetic animals. In our study, no difference in albumin uptake was identified between cells exposed to high glucose or high glucose in combination with TMAO. Hence, further studies are needed to investigate whether TMAO exacerbates high glucose/diabetes-caused proteinuria in humans.

Next, we proceeded by evaluating which signaling molecules mediate the TMAO-induced suppression of megalin expression. We found that TMAO suppresses megalin expression via PI3K and ERK, but not Akt and mTOR signaling in proximal tubular cells. However, TMAO had the ability to activate PI3K, ERK, Akt and mTOR signaling pathways in proximal tubular cells. We have previously shown that TMAO induced increased renal fibroblast proliferation and collagen production via Akt and mTOR, but not via PI3K [17]. TMAO has also been shown to promote vascular inflammation via the activation of ERK [34]. Furthermore, the PI3K/Akt/mTOR pathway regulates a variety of biological functions at the physiological and pathological levels. This signaling pathway is involved in cell proliferation, cell fate determination [35,36,37,38,39], cell viability and autophagy [40] at the physiological level. At the pathological level, the pathway has been associated with tumor growth, tumor metabolism and kidney disease [41,42,43,44]. Taken together, our findings indicate that PI3K and ERK, but not Akt and mTOR, mediate the effect of TMAO on megalin expression in proximal tubular cells.

We also investigated if candesartan (angiotensin II-receptor blocker), losartan (angiotensin II-receptor blocker), dapagliflozin (sodium/glucose cotransporter 2 (SGLT2) inhibitor) or enalaprilat (angiotensin-converting enzyme (ACE) inhibitor) could counteract the effects of TMAO on megalin expression. These drugs are currently extensively used against proteinuria in patients [45]. We found that candesartan, dapagliflozin and enalaprilat, but not losartan, counteracted the suppressive effect of TMAO on megalin expression. In addition, candesartan and dapagliflozin increased the basal expression of megalin in HK-2 cells. This is possibly one of the mechanisms through which candesartan and dapagliflozin reduces proteinuria in vivo. Our findings are in accordance with the findings of Hosojima et al. who demonstrated that angiotensin 1 (AT1) receptor blockade reversed the decrease in megalin expression mediated by angiotensin II in proximal tubular cells [46]. However, losartan, although an angiotensin receptor blocker, caused no change in megalin expression in proximal tubular cells in vitro. However, according to a previous study, enalapril and losartan reduced proteinuria in hypertensive rats by increasing the expression of cubilin [47]. Both drugs were shown to decrease megalin expression in these rats [47]. Although candesartan and losartan belong to the same group of drugs, they differed regarding their capacity to counteract the effect of TMAO on megalin. This could be related to their pharmacological differences. Candesartan binds with higher affinity to the AT_1_ receptor and this binding lasts longer compared to losartan [48,49,50,51,52], explaining the reduced anti-proteinuric action of losartan compared to candesartan [53]. Furthermore, in accordance with our study, Peruchetti et al. showed that the SGLT2 inhibitor phlorizin could counteract high glucose-induced downregulation of megalin in proximal tubular cells [23]. Taken together, our data suggests that candesartan, dapagliflozin and enalaprilat counteract the suppressive effect of TMAO, suggesting one mechanism behind their beneficial effects during proteinuria.

Some limitations of the present study are that in vitro experiments cannot completely mimic the complexity of the cell–cell interactions that exist in the tubulointerstitial renal tissue. Such interactions could possibly modify the effect of TMAO on megalin expression and tubular albumin uptake. In addition, we did not include the effect of TMAO on amnionless in our study, which, as mentioned above, forms a complex with megalin and cubilin for protein uptake.

In conclusion, we showed that TMAO affects proximal tubular cells by decreasing the protein expression of megalin. As a result, the albumin uptake capacity of proximal tubular cells was reduced in the presence of TMAO. The TMAO-induced decrease of megalin expression was mediated by PI3K and ERK and was reversed by candesartan, dapagliflozin and enalaprilat. These findings can be the basis of further research to investigate the contribution of TMAO to CKD development and to identify new therapeutic targets to counteract the effect of TMAO.

## 4. Materials and Methods

### 4.1. Cell Culture

The human immortalized proximal tubule epithelial cell line HK-2 (American Type Culture Collection (ATCC), Manassas, VA, USA) was used in this study. The HK-2 cell line was cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine and 1 mM non-essential amino acids (all from Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C in 5% CO_2_ atmosphere. Prior to experiments, the cells were serum starved overnight in DMEM supplemented with 2 mM L-glutamine and 1 mM non-essential amino acids. During the experiments, the cell culture medium was replaced with DMEM supplemented with 2 mM L-glutamine and 1 mM non-essential amino acids.

### 4.2. Stimulation of Renal Proximal Tubule Epithelial Cells

HK-2 cells were stimulated with TMAO (300 µM, Sigma-Aldrich, St. Louis, MO, USA), low glucose (5 mM, unstimulated) or high glucose (30 mM, Sigma-Aldrich) for 3 min to 24 h, depending on the experimental setup, at 37 °C in 5% CO_2_. The HK-2 cells were also pre-incubated with DMSO (vehicle), Akt inhibitor MK-2206 (1 µM, Selleckchem, TX, USA), mTOR inhibitor ridaforolimus (1 µM, Selleckchem), PI3K inhibitor wortmannin (1 µM, Selleckchem) and ERK inhibitor PD98059 (10 µM, Santa Cruz Biotechnology Inc., Heidelberg, Germany) for 1 h prior to TMAO stimulation. Supernatants, cell lysates and total ribonucleic acid (RNA) were collected and kept at –80 °C until further analysis.

### 4.3. Western Blot Analysis

HK-2 were lysed in radioimmunoprecipitation assay (RIPA) buffer supplemented with a protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific). The protein concentrations of the samples were assessed using the DC protein assay (Bio-Rad Laboratories, Hercules, CA, USA). Protein samples and Laemmli buffer were mixed and boiled at 95 °C for 5 min. The samples (10–20 µg of protein) were separated with 4–15% SDS-polyacrylamide gel electrophoresis and then transferred to a polyvinylidene fluoride (PVDF) membrane (Bio-Rad Laboratories). Furthermore, 3% BSA was used to block the PVDF membrane for 1 h at room temperature. Megalin was detected using a mouse monoclonal antibody (sc-515772, Santa Cruz Biotechnology). Cubilin was detected using a mouse monoclonal antibody (sc-518089, Santa Cruz Biotechnology). Phospho-Akt (p-Akt) was detected using a rabbit monoclonal antibody (#4060, Cell signaling Technologies, Danvers, MA, USA). Phospho-mTOR (#5536, p-mTOR) was detected using a rabbit monoclonal antibody (Cell signaling Technologies). Phospho-P85 (p-P85, PI3K) was detected using a rabbit monoclonal antibody (#4228, Cell signaling Technologies). Phospho-ERK (p-ERK) was detected using a mouse monoclonal antibody (#9106, Cell signaling Technologies). Total Akt was detected using a mouse monoclonal antibody (#2920, Cell signaling Technologies). Total mTOR was detected using a rabbit monoclonal antibody (#2983, Cell signaling Technologies). Total P85 (PI3K) was detected using a rabbit monoclonal antibody (#4257, Cell signaling Technologies). Total ERK was detected using a rabbit monoclonal antibody (#4695, Cell signaling Technologies). GAPDH was used as loading control and was detected with a rabbit polyclonal antibody (sc-25778, Santa Cruz Biotechnology). All the primary antibodies were incubated overnight at 4 °C. The secondary antibodies, goat anti mouse IgG (horseradish peroxidase, HRP) (Santa Cruz Biotechnology) and goat anti rabbit IgG (HRP) (Santa Cruz Biotechnology) were used and incubated for 1 h at room temperature. Luminata Forte Western HRP Substrate (Merck Millipore) was used for developing the blots, as previously described [54].

### 4.4. RNA Isolation and Real Time RT-PCR

Total RNA was isolated from HK-2 cells using the E.Z.N.A. Total RNA Kit I (Omega, Bio-tek, GA, USA) following the manufacturer’s instructions. Quantification of the RNA was done using the Nano-Drop ND-1000 spectrophotometer (Wilmington, NC, USA). Furthermore, 100 ng total RNA was used for cDNA synthesis (20 µL reactions) using the High-capacity cDNA RT kit according to the kit’s instructions (Thermo Fisher Scientific). The real time RT-PCR was performed using Maxima SYBR Green qPCR Master Mix (Thermo Fisher Scientific), 5 ng cDNA and 250 nM of each megalin primer (96% amplification efficiency, forward: 5′-GTCTAACCGCACTGTGATAGCC-3′, reverse: 5′-CGGAAGTTTCCTCCCAATGTGG-3′), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (94% amplification efficiency, forward: 5′-GTCTCCTCTGACTTCAACAGCG-3, reverse: 5′-ACCACCC TGTTGCTGTAGCCAA-3′). The primers were designed by Origene (Rockville, MD, USA) and synthesized by Eurofins MWG Synthesis GmbH (Munich, Germany). The PCR amplification was done using the CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories) according to following: desaturation at 95 °C for 10 min, 40 cycles of denaturation at 95 °C for 15 s and finally, annealing/extension at 60 °C for 60 s. The gene expression was assessed by the comparative Ct (ΔΔCt) method followed by normalization to the endogenous control GAPDH. GAPDH was validated in the experimental setup to be a suitable control. Fold difference was calculated as 2^−ΔΔCt^, as previously described [55]. A no-reverse transcriptase control and a no-amplification control were used as negative controls during the PCR.

### 4.5. Microarray Analysis

HK-2 cells were stimulated with TMAO (300 µM) for 6 h at 37 °C in 5% CO_2_. Total RNA was isolated from the HK-2 cells using the E.Z.N.A. Total RNA Kit I. RNA quality and integrity were evaluated using Agilent TapeStation 2200 platform (Agilent Technologies, Palo Alto, CA, USA) according to manufacturer instructions. The RNA integrity number (RIN) was 10 for all RNA samples. The Low Input Quick Amp WT Labelling Kit (Agilent) was used to prepare labelled cRNA according to manufacturer instructions. Hybridization of the labelled cRNA samples were done in a G2545A hybridization oven (Agilent) onto Agilent SurePrint G3 (v3) Human Gene Expression 8 × 60 k (Agilent Technologies) glass arrays according to manufacturer instructions and subsequently scanned with a G2505C array laser scanner (Agilent Technologies). Feature Extraction Software (version 10.7.3.1, Agilent Technologies) was used for image analysis and data extraction, as previously described [54]. Gene expression data are available in the GEO database with the accession number GSE210692.

### 4.6. Albumin Uptake and Cell Viability Assay

HK-2 cells were stimulated with TMAO (300 µM), low glucose (5 mM, unstimulated) or high glucose (30 mM) for 24 h at 37 °C in 5% CO_2_. After 24 h, 100 µg/mL human serum albumin-FITC (HSA-FITC, Jackson ImmunoResearch Europe Ltd., Cambridgeshire, UK) was added to the cells for 1 h at 37 °C. The cells were then washed with PBS 10 times and lysed with 0.1% SDS (in Milli-Q water). The lysate was transferred to a black 96-well plate and measured at *495* nm/519 nm using the Cytation 3 plate reader (BioTek, Winooski, VT, USA).

Cell viability was assessed by Pierce lactate dehydrogenase (LDH) cytotoxicity assay (Thermo fisher Scientific) following the manufacturer’s instructions [55].

### 4.7. Flow Cytometry

HK-2 cells were stimulated with TMAO (300 µM), low glucose (5 mM, unstimulated) or high glucose (30 mM) for 24 h at 37 °C in 5% CO_2_. The HK-2 cells were also treated with TMAO (300 µM) for 12 h followed by treatment with DMSO (vehicle), candesartan (10 µM, Santa Cruz Biotechnology), dapagliflozin (10 µM, Santa Cruz Biotechnology), losartan (10 µM, Santa Cruz Biotechnology) and enalaprilat (5 µM, Santa Cruz Biotechnology Inc) for an additional 12 h in the presence of TMAO. After 24 h, the cells were detached with Accutase (Sigma-Aldrich) and megalin was detected using the monoclonal mouse anti-human megalin/LRP2 Alexa Fluor 488-conjugated antibody (R&D Systems, Minneapolis, USA). Cells were stained with 0.25 µg antibody for 20 min at room temperature. The expression was evaluated using the Gallios (Beckman Coulter, Brea, CA, USA) flow cytometer with 488 nm laser and FL1 525/40 nm band-pass filter. The data were analyzed with Kaluza Flow Cytometry Analysis v1.3 (Beckman Coulter).

### 4.8. Data Analysis

All data shown are expressed as mean ± SEM. The differences between the groups were analyzed by unpaired Student’s *t*-test. Statistical significance of the differences was considered at *p* < 0.05. Microarray analysis was performed using Gene Spring GX version 14.9 (Agilent Technologies) after per chip and gene 75th percentile shift normalization of samples. Significantly expressed genes between groups was analyzed with Moderated T-Test (*p* < 0.05) with a fold change set at ≥1.5. Disease ontology enrichment was done with DisGeNET (v7.0) and the significance was set at a *p*-value < 0.05.

## Figures and Tables

**Figure 1:**
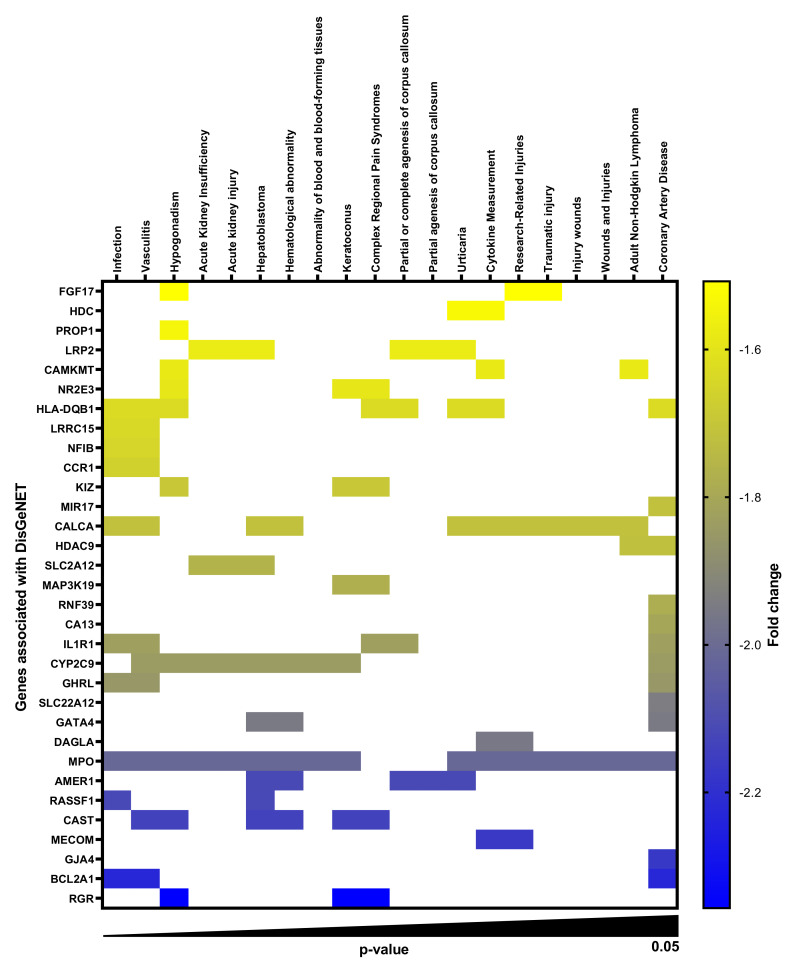
TMAO-downregulated genes in proximal tubular cells with DisGeNET association. Heat map showing the gene-disease association (*p* < 0.05) profile of 32 significantly downregulated genes (fold change ≥ 1.5) in proximal tubular cells after 6 h of TMAO 300 µM stimulation compared to unstimulated cells. Rows represent genes and columns represent DisGeNET diseases.

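All 32 genes of Supplementary Table S6, which lists the downregulated genes with a disease association, were matched to the probe with the listed fold change, or for GATA4 to the probe listed as lower. All 32 were lower with TMAO over the 7 arrays, which the matching required, and over all 8, which include these 7. Past both thresholds were 30 over the 7 arrays and 17 over all 8. Probes of 15 of the genes were well above background on 0 arrays and those of 16 on some of them. LRP2 was the only one well above background on all 8. The normexp correction changed the sign of the GATA4 probe among others. At 0.021 the GATA4 probe lay below the median of all probes under that correction (0.087), so its sign decides nothing.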

**Figure 2:**
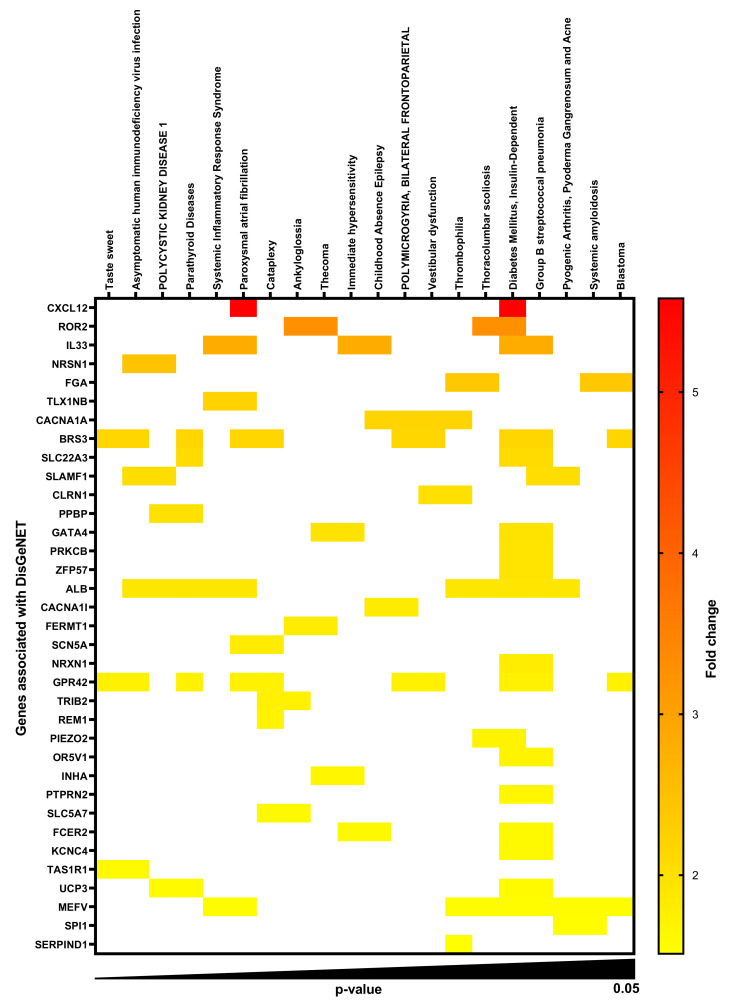
TMAO-upregulated genes in proximal tubular cells with DisGeNET association. Heat map showing the gene-disease association (*p* < 0.05) profile of 35 significantly upregulated genes (fold change ≥ 1.5) in proximal tubular cells after 6 h of TMAO 300 µM stimulation compared to unstimulated cells. Rows represent genes and columns represent DisGeNET diseases.

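Of the 35 upregulated genes with a disease association in Supplementary Table S5, 30 were matched to the probe with the listed fold change. All 30 were higher with TMAO over the 7 arrays, which the matching required, and over all 8, which include these 7. Past both thresholds were 30 over the 7 arrays and 23 over all 8. Probes of 16 of the genes were well above background on 0 arrays and those of 9 on some of them. CACNA1I, OR5V1, UCP3, MEFV and SPI1 were well above background on all 8 arrays, and of these MEFV and SPI1 were not past both thresholds over all 8.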

**Figure 3:**
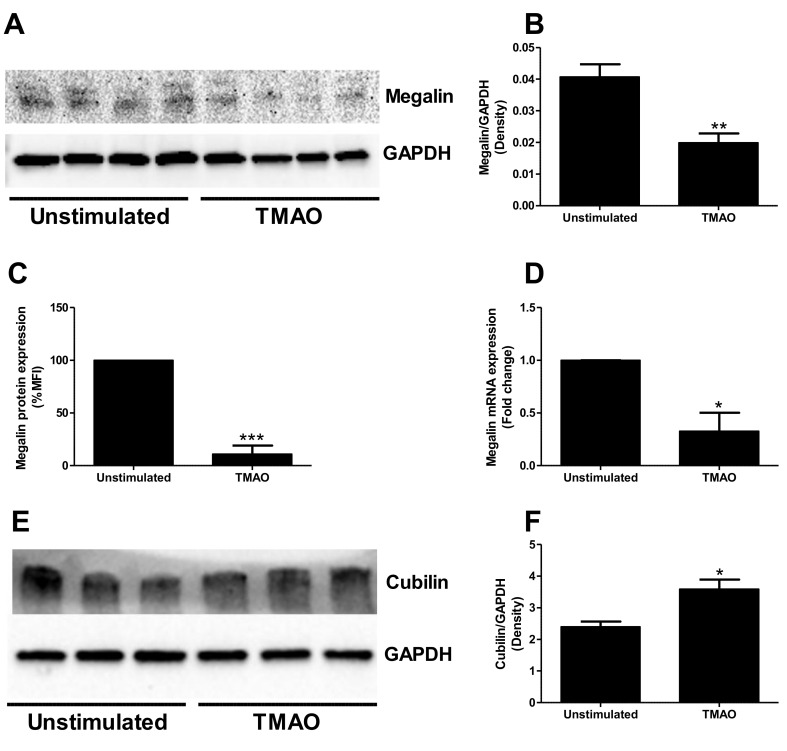
TMAO decreased megalin expression in proximal tubular cells. HK-2 cells were stimulated with TMAO (300 µM) for 24 h (**A**–**F**) followed by Western blot analysis (**A**,**B**,**E**,**F**), flow cytometry analysis (**C**) and RT-PCR to evaluate megalin (**A**–**D**) and cubilin (**E**,**F**) expression. GAPDH was used as a loading control. Data are presented as mean ± SEM (n = 3–4) independent experiments. MFI, mean fluorescence intensity. Asterisks denote statistical significance compared to unstimulated cells (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 4:**
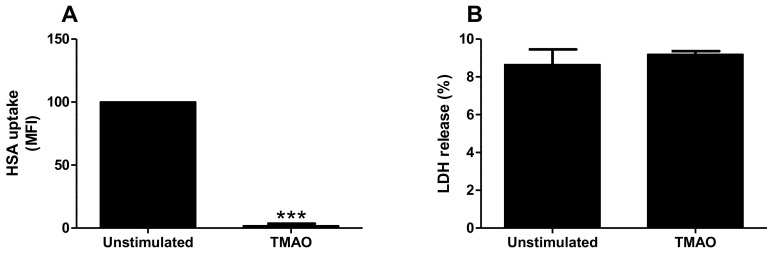
TMAO reduced albumin uptake in proximal tubular cells. HK-2 cells were stimulated with TMAO (300 µM) for 24 h (**A**,**B**) and HSA uptake (**A**) and LDH release (**B**) were evaluated. Data are presented as mean ± SEM (n = 3–6 independent experiments). HSA, human serum albumin. MFI, mean fluorescence intensity. Asterisks denote statistical significance compared to unstimulated cells (*** *p* < 0.001).

**Figure 5:**
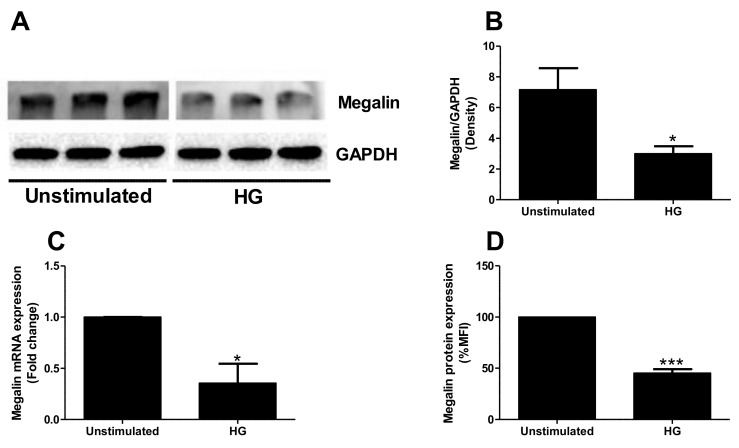

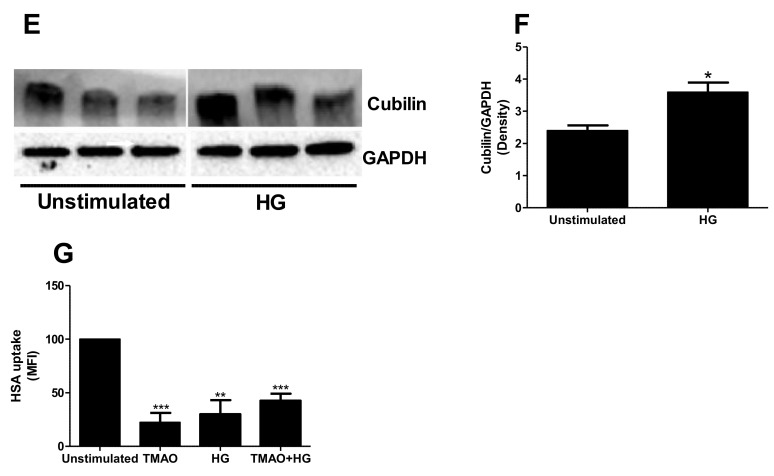
High glucose decreased megalin expression and albumin uptake in proximal tubular cells. HK-2 cells were stimulated with high glucose (30 mM) for 24 h (**A**–**F**) followed by Western blot analysis (**A**,**B**,**E**,**F**), flow cytometry analysis (**D**) and RT-PCR to evaluate megalin (**C**) and cubilin (**E**,**F**) expression. HSA uptake was also evaluated after 24 h of either high glucose (30 mM), TMAO (300 µM) or in combination, stimulation (**G**). GAPDH was used as a loading control. Data are presented as mean ± SEM (n = 3 independent experiments). HG, high glucose. Unstimulated (low glucose, 5 mM). MFI, mean fluorescence intensity. HSA, human serum albumin. Asterisks denote statistical significance compared to unstimulated cells (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 6:**
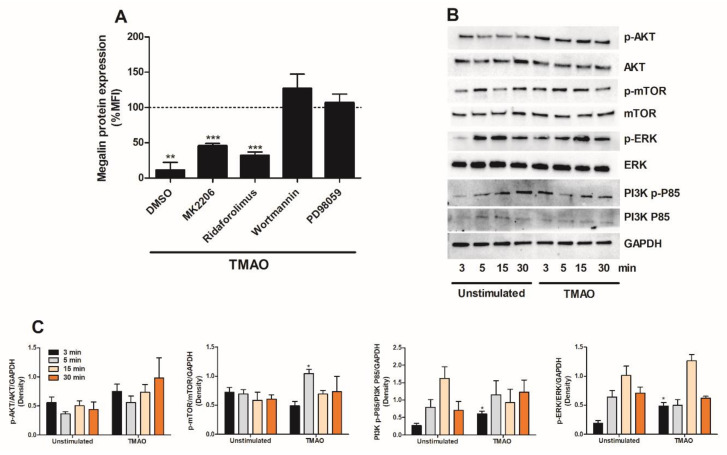
PI3K and ERK mediate TMAO-induced suppression of megalin expression. HK-2 cells were pre-incubated with DMSO (vehicle), Akt inhibitor MK-2206 (1 µM), mTOR inhibitor ridaforolimus (1 µM), PI3K inhibitor wortmannin (1 µM) or ERK inhibitor PD98059 (1 µM) for 1 h prior to TMAO stimulation (300 µM) for 24 h (**A**) followed by evaluating megalin protein expression with flow cytometry. Megalin protein expression is presented as % of vehicle control (DMSO or respective inhibitor alone), which is represented by the dotted line. Western blot analysis was conducted to identify differences in protein levels of p-Akt/Akt, p-mTOR/mTOR, p-ERK/ERK and PI3K p-P85/PI3K P85 after TMAO (300 µM) stimulation for 3, 5, 15 and 30 min (**B**,**C**). GAPDH was used as a loading control. Data are presented as mean ± SEM (n = 3 independent experiments). MFI, mean fluorescence intensity. Asterisks denote statistical significance compared to unstimulated cells (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 7:**
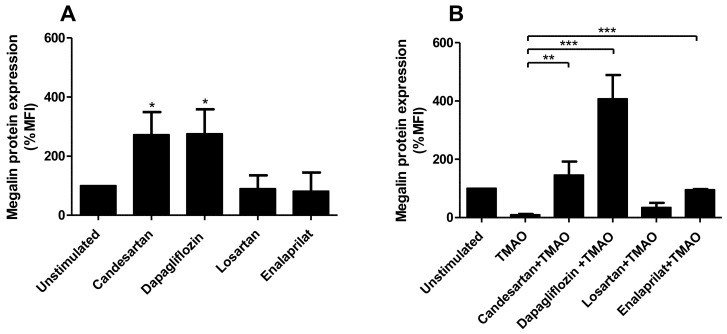
Candesartan, dapagliflozin and enalaprilat counteracts TMAO-induced reduction of megalin expression. HK-2 cells were treated with candesartan (10 µM), dapagliflozin (10 µM), losartan (10 µM) or enalaprilat (5 µM) for 12 h followed by assessment of megalin protein expression with flow cytometry analysis (**A**). Megalin expression was then evaluated in HK-2 cells stimulated with TMAO for 12 h, candesartan, dapagliflozin, losartan or enalaprilat was then added to the cells for an additional 12 h. Total exposure was 24 h for TMAO and 12 h for the drugs (**B**). Megalin protein expression is shown as % of unstimulated control. Data are presented as mean ± SEM (n = 3 independent experiments). MFI, mean fluorescence intensity. Asterisks denote statistical significance compared to unstimulated cells (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

## Data Availability

Microarray data is uploaded to GEO database, GSE210692.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23168856/s1.

How the deposited data were processed for this re-analysis (not part of the article)

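The arrays measured RNA of HK-2 cells stimulated with 300 µM TMAO for 6 h and of unstimulated cells, with 4 samples in each group. The authors hybridized each sample to 1 one-colour whole human genome array and deposited the intensities that Feature Extraction 10.7.3.1 computed for each spot, with the local background subtracted and no normalization between arrays. The software's marks for spots well above background, saturated or outlying were used as deposited. The authors also deposited log2 values made with GeneSpring, shifted to each array's 75th percentile and centred per probe. These were used as an alternative and for the comparison with the listed fold changes, since over the 58201 probes their lowest correlation with the values made here from the intensities was 0.9986. Whether the paper's cells of the other experiments behaved likewise was not analysed here.

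Each array had 60901 spots that were not controls, for 58201 probes, of which 300 had 10 spots each. Spots marked as outliers (median 117 per array) were set missing, the log2 intensity was shifted to the array's 75th percentile, and the spots of a probe were averaged. No spot was saturated. On every array all 10 measures that the software grades were within its limits. All arrays shared 1 scan date. Of the probes, 28414 were well above background on all 8 arrays and 22101 on none. A probe that was not well above background on any array of a group has only an upper limit there. For such a probe, a bound was computed from the mean of the brighter group and, for each array of the other group, the higher of the probe's own signal and the lowest signal among probes well above background. No bound is given where it is under 1 or where neither group was above background. The number of arrays and, for dim probes, the background limit the precision.

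Accessions of 31104 probes were named through the RefSeq table of GRCh38.p14, which gave 22439 gene symbols, and 43 further probes through the supplementary tables alone. A gene counted as upregulated or downregulated if a probe with its symbol was. For entries of the supplementary tables, the probe used is the one of that accession, or else symbol, whose fold change in the deposited log2 values without TMAO replicate 2 lies within 0.1% of the listed one. The share of listed genes with the listed direction, given with the alternatives, uses the brightest probe of the accession in its place.

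TMAO and unstimulated arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). A probe counted as changed at an unadjusted p below 0.05 and a fold change of at least 1.5, the thresholds of the paper, and p-values were also adjusted by the Benjamini-Hochberg method over all 58201 probes. The design, with all 8 arrays, and its alternatives were fixed before the data were examined. The set of 7 arrays without TMAO replicate 2 is 1 of these alternatives, and is given first where the paper's tables come from it. Differences of single genes were also tested with exact two-sided permutation tests of the arrays, whose smallest p is 0.0286 for 4 against 4 and for 4 against 3. The genes named are those the paper names, cubilin (CUBN), AMN and GAPDH, the first gene of each list, and in each direction up to 5 probes with the largest fold change among those past both thresholds, well above background on all 8 arrays and with separate groups. This rule, limited to probes with a gene symbol, gave 5 probes upward and 2 downward. Of the genes the paper names, 1 is not reported here.

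Simulated data had the spread of these arrays, with 200 of the 58201 probes changed by 2 on the log2 scale. The changed probes were drawn from those well above background on all 8 arrays, so that dimmer probes were not covered. Over all 8 arrays limma put 100% of the changed probes past both thresholds and 93.5% past the adjusted threshold. Over the 7 arrays it put 96% past the latter. With no change simulated, 1082 probes passed both thresholds over all 8 arrays and 1251 over the 7.

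In 4 gene lists fixed with the design (megalin-cubilin endocytosis, ERK response, unfolded protein response and tubular injury), shifts were tested with limma's camera (inter-gene correlation 0.01) and with fry, over 15817 genes represented by their brightest probe among probes well above background on all 4 arrays of a group. The alternatives were a normexp background correction (offset 50, on median intensities), quantile normalization, a median shift, the deposited log2 values, a floor at the lowest signal well above background, a pair of filters on dim probes, outlying spots kept, an intensity trend with robust estimation, the methods' t-test, the replicate number or the slide as a block, each array left out in turn, probes of a gene averaged and no fold change threshold. The deposited log2 values without TMAO replicate 2 were added after the data were seen. The disease enrichment was not recomputed, and the protein, flow cytometry, RT-PCR and uptake experiments were not analysed here.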

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

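Of the tests in this part, only the one on neighbouring spots was chosen after its result was seen. In 50 groups of 4 arrays, the gap between the most extreme array and its nearest neighbour was set against the range of the group. It was past the critical value of Dixon's test in 8 groups, where chance gives about 1 in 20.

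TMAO replicate 4 was the array far above the other TMAO arrays for UCP3 (2.78 against 2.21 to 2.27 on the log2 scale, a gap of 0.898 of the range), for PRAME (-1.11 against -2.50 to -2.27, 0.835) and for EVX1 (1.81 against 0.66 to 0.72, 0.947). Without this array the log2 fold changes were 0.48 for UCP3, 0.45 for PRAME and 0.43 for EVX1, each under the fold change threshold. With its probes averaged PRAME was 1.06-fold higher over all 8 arrays, also under that threshold. With the slide as a block PRAME (0.61) and EVX1 (0.46) were not past both thresholds, and UCP3 (0.59) was. An array-wide deviation of TMAO replicate 4 is argued against by the 28390 probes measured on all 8 arrays. Where their TMAO group held an outlying array, in 5.41% of the probes, it was TMAO replicate 4 in 23.4% of the cases and TMAO replicate 1 in 39.1%. PRAME and EVX1 were named for a large fold change, which 1 high array may bring about. A difference of that culture in some genes stays open and was not tested.

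The other groups of single genes were at the background. CUBN on unstimulated replicate 4 (-7.86 against -7.52 to -7.49, a gap of 0.908 of the range) and the second GATA4 probe on the same array (-6.46 against -7.92 to -7.80, 0.916) were not well above background on any array, nor was COMMD9 on unstimulated replicate 1 (-6.75 against -5.54 to -5.38, 0.883). Noise of dim probes is a candidate explanation. Among the probes past both thresholds in other splits of the 8 arrays into 4 and 4, a median of 70.8% were well above background on at most 1 array, with a range from 45.6% to 79.5%. No biological explanation was tested for these signals.

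TMAO replicate 4 had 186 spots more than 8-fold above their median over the arrays, against 78 to 95 on the other TMAO arrays (a gap of 0.843 of the range) and 16 to 75 on the unstimulated arrays. Marks on the glass may account for many of them. Over all arrays, 76.6% of the 638 such spots had another within 2 rows and 2 columns of the array, where 1000 random draws of as many spots gave at most 7.21%. On TMAO replicate 4 the share was 90.9%. On the other arrays it was between 21.2% (unstimulated replicate 2, 14 of 66 spots) and 93.1% (unstimulated replicate 3). The scanner software had marked 48 of the 638 as outliers. Of the 802 probes past both thresholds, 7 had such a spot, so that these spots explain few of the differences between the groups. TMAO replicate 1 had fewer spots marked as outliers (96) than the other TMAO arrays (124 to 129, a gap of 0.848 of the range), for which no explanation was tested.

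S100A5, which is in neither Supplementary Table S1 nor S2, was higher with TMAO by a log2 fold change of 0.75 over all 8 arrays (0.85 over the 7 arrays, adjusted p = 0.702 and 0.912 from limma), with all 4 TMAO arrays above all 4 unstimulated arrays. TMAO replicate 4 was at 0.41 and the other TMAO arrays between -1.06 and -0.69, and without it the log2 fold change was 0.43. The gap to the nearest unstimulated array, at -1.07, was small. Leaving out any array other than TMAO replicates 2 and 3 took it below a threshold of the methods, as did the slide as a block (0.52). It is 1 of 24 probes that were measured on all 8 arrays, had separate groups and passed both thresholds, and 14 of the 35 splits of the arrays gave as many, so that chance cannot be excluded. Separate groups alone were found in 1075 of 28390 probes (3.79%), where chance gives 2.86%. Without TMAO replicate 2 they were found in 1647 of 28395 probes (5.80%), where chance gives 5.71%.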

How the results depend on the processing

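The deposited log2 values without TMAO replicate 2 were added after the data were seen. The values below are over all 8 arrays unless a left-out array is named. The cause of a change was not tested, except that filters and left-out arrays change the number of probes or arrays by construction.

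The 473 upregulated and 329 downregulated probes (177 and 120 genes) past both thresholds became 5 and 2 (3 and 2 genes) with normexp, 103 and 37 (39 and 10 genes) with the floor, 55 and 54 (23 and 13 genes) for probes well above background on all 4 arrays of a group, and 152 and 170 (59 and 58 genes) for those above it on at least 1 array. The filters remove dim probes, and the floor and normexp compress their differences. The methods' t-test gave 271 and 203 (104 and 72 genes). Quantile normalization gave 264 upregulated probes (101 genes) and 358 downregulated, so that 42.4% were upregulated against 59.0%, and the slide as a block gave 424 upregulated and 852 downregulated probes (296 downregulated genes), or 33.2% upregulated. Robust estimation with a trend gave 78 downregulated genes, averaged probes 115 and 73 genes, and no fold change threshold 1053 and 764 probes. The floor moved the median of all probes to 0.14, against 0.06, and put the upregulated share at 73.6%. With each array left out in turn there were 347 to 739 upregulated (most without TMAO replicate 1) and 324 to 511 downregulated probes (most without TMAO replicate 3, and 499 without unstimulated replicate 4), and 135 to 262 and 111 to 178 genes. Under limma with every alternative, and by the methods' t-test, 0 probes passed the adjusted threshold.

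LRP2 was lower under every alternative run, from -0.66 to -0.33 on the log2 scale. Its call changed without TMAO replicate 2 (-0.65, limma's adjusted p 0.912) and with the deposited log2 values without that array (-0.66). Leaving out each array gave -0.65 to -0.33. Its adjusted p was between 0.469 and 0.959 over the alternatives.

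The share of probes past both thresholds that were well above background on at most 1 array (73.1%) was 0% with normexp, 69.5% with quantile normalization, 2.86% with the floor, 0% and 33.9% with the filters, 63.7% with the slide as a block and 66.5% to 76.3% with each array left out. The listed direction, found for 93.2% of the brightest probes, was found for 65.8% with normexp, 70.7% with the floor, and 77.3% and 87.3% with the filters.

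Under normexp the median of all probes was 0.087, so that the signs of smaller values decide nothing. With normexp, SLC22A12 (0.037), MPO (0.030) and the first GATA4 probe (0.021) reversed. With the floor these became 0.17, 0.17 and 0.013, of which the equal values are the difference between the arrays' floors, fixed for any probe below them, and show nothing of the genes, and the GATA4 probe reversed with probes averaged (0.093). GAPDH, at 0.03, was at -0.034 with quantile normalization, at -0.032 with the slide as a block, and at -0.0047 to 0.070 with each array left out, the lowest without unstimulated replicate 3. The second GATA4 probe was at -0.036 with quantile normalization and between -0.0072 (without unstimulated replicate 2) and 0.48 with each array left out. Of 403 values of 20 probes of 18 named genes, without LRP2, under alternatives, 306 kept direction and side of the thresholds, 83 fell below a threshold, 2 rose past both and 12 reversed.

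The ERK response list, lower on average by -0.04, passed the adjusted threshold with normexp (-0.041), with the slide as a block (-0.086) and without unstimulated replicate 3 (-0.065), within a range of -0.065 to -0.021 for each array left out. Its adjusted p was between 0.0228 and 0.439 over the alternatives. The unfolded protein response list (0.042) passed it under fry alone, and the tubular injury list reversed with quantile normalization (-0.0045).

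The replicate number pairs no samples: same-numbered arrays had correlations of -0.45, 0.07, 0.11 and -0.24 of their deviations from the group means, over 28390 probes. With the replicate number as a block, 512 and 396 probes passed both thresholds and 0 the adjusted one. The block cannot move the estimate of LRP2 (-0.49) in this balanced design. It changed limma's unadjusted p for LRP2 from 0.0993 to 0.0180 (adjusted 0.619), while the exact permutation test without the block gave 0.143.

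Signal over background limits 42.7% of the probes, which were well above it on at most 1 array.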

Differences from the paper's values

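Over all 8 arrays the numbers of upregulated and downregulated genes, 177 and 120, were within 1.5 times the paper's, and the fold changes of the named genes measured in both groups differed from the listed ones by less than the spread between replicates. Over the 7 arrays that give the listed fold changes, the numbers of genes were 216 and 117, against the paper's 168 and 121. The following concern single genes, calls and directions.

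The paper gives LRP2 as downregulated past its thresholds. LRP2 had a log2 fold change of -0.49 and an adjusted p of 0.702 from limma over all 8 arrays, and did not pass them. SLC22A12, also listed as downregulated, was well above background on 0 of 8 arrays and did not pass them either. Both passed them without TMAO replicate 2, an alternative set before the data were examined, and LRP2 also with the deposited log2 values without that array, a setting chosen after seeing the values. SLC22A12 passed them without TMAO replicate 3 as well. None of these is named in the paper as its method.

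Of the listed entries with a matched probe, 171 of 257 were past both thresholds over all 8 arrays, and 249 without TMAO replicate 2. With the deposited log2 values without that array, all 222 entries matched by accession were.

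The paper lists GATA4 both as upregulated and as downregulated. It had 3 probes, of which the one listed as lower was well above background on 2 of 8 arrays and the one listed as higher on 1. Supplementary Table S6 gives GATA4, among the downregulated genes, the paper's fold change of -1.95, which is the size of the paper's value for the upregulated probe. No fold change is given here for either probe.

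The results text points to Figure 1 for the upregulated and to Figure 2 for the downregulated genes. The genes in Figure 1 are those of Supplementary Table S6, of which 32 of 32 were lower with TMAO, and those matched in Figure 2 are of Supplementary Table S5, of which 30 of 30 were higher. These directions follow from the matching to the listed fold changes and are no separate evidence. For the acute kidney terms Figure 1 marks SLC2A12, where Supplementary Table S4 and the text name SLC22A12.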

Other observations

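The tests of the slides (for the splits of the arrays and for LRP2), of the quality of TMAO replicate 2, of the direction with fewer probes and of the splits under fry were chosen after their results were seen. The other tests were chosen before.

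With all 8 arrays, 802 probes passed both thresholds in TMAO against unstimulated cells. Of the 35 ways to split the 8 arrays into 4 and 4, 28 gave at least as many, and the other 34 splits gave between 636 and 1995 (median 949). In their direction with more probes, 27 of the 35 splits gave at least the 473 found upward, and in their direction with fewer, 22 gave at least the 329 found downward. All 35 gave 329 in their larger direction, which decides nothing, since the smaller direction is there set against the larger. Without TMAO replicate 2, 27 of 35 splits into 4 and 3 gave at least the 923 probes found. Chance can therefore not be excluded for these numbers. For the probes past the adjusted threshold the splits decide nothing, since a count of 0 is reached by all 35. On simulated data with no change, 5.12% of probes had an unadjusted p below 0.05 over all 8 arrays, against 3.12% in the data. A separate simulation changed 200 probes by 2 on the log2 scale, drawn from those well above background on all 8 arrays. It put 93.5% of them past the adjusted threshold. Changes of that size in as many of these probes would mostly have been found, while for dimmer probes the simulation decides nothing.

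The splits with the most probes followed a slide. The 5 splits of the 8 arrays that keep the 3 arrays of slide 2 in 1 group gave between 1509 and 1995 probes (median 1677), and the 30 others between 636 and 1263 (median 898). Among the 5 are 3 splits with 2 TMAO arrays in each group, which gave between 1589 and 1995. Over the 7 arrays, slide 2 against the 4 other arrays gave 2596 probes past both thresholds and 129 past the adjusted one. Differences between slides are a candidate explanation. Deviations from the group means of unstimulated replicate 1 and TMAO replicates 3 and 4, on slide 2, had correlations of 0.38 and 0.30. On slide 1, those of unstimulated replicate 2 and TMAO replicates 1 and 2 were 0.10 and 0.07. The highest between the groups, 0.53, was that of unstimulated replicate 4 and TMAO replicate 1, on slides 3 and 1, which the slides do not explain. Slide 2 holds 1 unstimulated and 2 TMAO arrays, and whether its samples also shared a culture or labelling day is not known. With the slide as a block TMAO against unstimulated gave 424 upregulated and 852 downregulated probes and 0 past the adjusted threshold, with a lowest adjusted p of 0.110 from limma.

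For LRP2, lower with TMAO, the part of the slides cannot be told apart from that of TMAO. The log2 fold change was -0.45 with the slide as a block and kept its direction within slides 1 and 2, but each of these slides holds 1 unstimulated array, and slide 3 holds no TMAO array.

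The share of dim probes among those past both thresholds was 73.1% with TMAO against unstimulated, within the range of the other splits (45.6% to 79.5%, median 70.8%). This is consistent with noise of probes near background, although the split with the lowest share, which kept slide 2 together, had fewer dim than brighter probes. Among probes measured on all 8 arrays with separate groups and past both thresholds, of which there were 24, 14 of 35 splits gave as many, the other splits having a median of 19.5 and at most 218.

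TMAO replicate 2, the array whose omission gives the listed fold changes, was the least good of the 8 arrays in 4 of 11 measures of the scanner software compared, where TMAO replicate 4 was so in 3 and unstimulated replicate 2 in 2. It had the fewest spots well above background and the lowest fit of the spike-in controls. An array of lower quality by the scanner software's own measures may explain its omission, although all measures that the software grades were within its limits. Leaving it out raised the number of probes past both thresholds from 802 to 923. Leaving out other arrays gave between 846 and 1075, so that a larger number is not particular to this array.

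The paper reports signaling through ERK and a higher level of cubilin in cells stimulated with TMAO for other times. Its levels of cubilin and phosphorylated ERK came from Western blots of protein, whereas the arrays measured RNA. In the arrays at 6 h, CUBN was well above background on 0 of 8 arrays. AMN was measured on all 8, with a log2 fold change of 0.11 (0.16 over the 7 arrays, adjusted p = 0.708 and 0.912 from limma, exact permutation p = 0.286 and 0.171). Among 15817 genes, with a median log2 fold change of 0.02, camera gave the ERK response list (16 genes, median -0.04, 7 higher) an adjusted p of 0.162, the unfolded protein response list (17 genes, median 0.04, 14 higher) 0.482, the tubular injury list (15 genes, median 0.03, 10 higher) 0.638 and the megalin-cubilin endocytosis list (13 genes, median 0.04 but mean -0.01, 8 higher) 0.968. Adjusted over the list alone, 0 genes of any list passed, and none over all probes. Of the 35 splits, 6, 5, 14 and 29 gave a camera p as small in that order, so that chance cannot be excluded for any list under camera. These splits take no account of the slides, and with the slide as a block the ERK response list passed the adjusted threshold (adjusted p = 0.0228 from camera). Under fry the unfolded protein response list passed the adjusted threshold (adjusted p = 0.00828) and the ERK response list did not (0.392), nor did the tubular injury (0.367) and megalin-cubilin (0.259) lists. Of the 35 splits, only 1, TMAO against unstimulated, gave the unfolded protein response list so small a p under fry. This is the smallest share that 35 splits allow, for 1 of 4 lists and in a test chosen after the result was seen, so that chance stays open for this list too. Under fry the genes of a list are not compared with the other genes, and the slides were not taken into account in this test.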
